A study of Mus musculus with 168 samples. Its data were reported in "MicroRNA signatures of endogenous Huntingtin CAG repeat expansion in mice" (2018).

How the data were processed

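Short RNA was sequenced from the hippocampus of mice of a knock-in allelic series, in which a human HTT exon 1 carrying a CAG repeat of a given length stands in 1 of the 2 copies of the Huntingtin gene. There were 7 genotypes (wild type, Q20, Q80, Q92, Q111, Q140 and Q175, the number being the repeat length of the line) and 3 ages (2, 6 and 10 months), with 8 libraries in each of the 21 groups and 168 libraries in all. Groups held 4 libraries from females and 4 from males, except Q80 at 2 months (3 and 5) and Q20 at 10 months (5 and 3). Groups, sex, age and repeat length were taken from the sample labels, and the study states that each library came from 1 animal. Other tissues of the study were not analysed here.

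According to the study's methods, RNA was extracted with the miRNeasy kit, sequenced on a HiSeq2000 with a strand-specific single-end protocol, aligned to the mm10 genome with STAR at default settings and counted per gene with HTSeq. The submitters' processing notes also name CASAVA 1.8.2. The authors deposited a table of counts and a table of RPKM values, in which each library has a value for each of 1626 transcripts. The deposited values called counts are often fractional (a median of 51.4% of the nonzero values of a library are whole, with a tolerance of 0.001), so they are estimated counts and not whole read counts as HTSeq would give. Which program made these estimates is not given in the sources used here. The planned tests had assumed whole counts. The estimated counts were therefore rounded to whole numbers before any count model was fitted. The RPKM values deposited by the authors were used only to check the counts. In the 16 libraries of library block A (below), a median of 87.7% of the RPKM values equalled, within 1%, the value computed from the library's own counts, against 0.357% in the other 152 libraries (values with at least 50 counts), so this block had been processed differently. Fractional counts can arise when a read that matches several loci is shared among them. Whether this happened here was not tested. If it did, values of near-identical microRNA genes, such as the copies in the Sfmbt2 cluster or the pair Mir10a and Mir10b, are less certain than values of unique ones. Short sequences of 1 microRNA gene cannot separate transcription of the primary transcript from processing of the mature form.

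Transcript identifiers were matched to GENCODE M21 (GRCm38, the build called mm10), and 1228 of 1626 transcripts matched, nearly all typed as microRNA. The remaining 398 held 1.38% of all counts and stayed in the table under their transcript identifiers. Coordinates, strand and host gene came from that annotation. Totals of estimated counts per library ran from 2117539 to 9099227 with a median of 3374648. These totals limit the precision for rare microRNAs. The spread between the 8 animals of a group, which includes counting error, is given with most group means. The 588 pairs of libraries within groups were compared by a chi-square test of their counts. None of them was identical, and the smallest chi-square per degree of freedom was 12.5, so no 2 libraries of a group held the same values within counting noise. Libraries of different groups were not compared in this way.

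Differential expression was tested with edgeR 4.0.16 (R 4.3.3), using TMM scaling, quasi-likelihood dispersion estimates and 2-sided quasi-likelihood F tests. P-values were adjusted by the Benjamini-Hochberg method, and a call is an adjusted p under 0.05. Every adjusted p of a microRNA below comes from edgeR unless another tool is named. Low-count transcripts were removed with filterByExpr over all 168 libraries and the 21 groups (minimum count 10), which left 470 transcripts, 63 of them without a match to the annotation. These 470 were tested in every comparison. The standard error of a log2 change is its size divided by the square root of its F statistic and is approximate. Group means are CPM, counts scaled to a common total, on the TMM-scaled library sizes of all libraries.

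Repeat length was tested as a number (7 for wild type) in the 56 libraries of each age, and slopes are log2 changes per 100 CAG repeats. Each of Q80, Q92, Q111, Q140 and Q175 was compared with Q20 and wild type together (24 libraries). Sex and batch were covariates. Batch came from the library names, which carry 3 L codes at 2 months, 3 others at 10 months and 2 library number blocks at 6 months, called A and B here. What the L codes mark is not stated in the sources used here. In block B, Q92 F2 carries another L code than the other libraries and was kept in that block. Block A holds all wild-type and Q175 libraries and no others. With the batch term, Q175 at 6 months is thus in effect compared with wild type alone, and the other alleles with Q20 alone. Statistics at 6 and 10 months were combined as the sum of the signed Z values divided by the square root of 2. Slopes were also tested for a difference between ages and between sexes by product terms, males were compared with females in 1 fit over all groups, Q20 was compared with wild type at each age, and the controls were compared between 10 and 2 months. The last comparison and Q20 against wild type at 6 months could hold no batch term, because batch coincides with the groups.

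Lists of microRNAs were fixed before the data were examined. They are the Mir132 and Mir212 cluster, the mir-17-92, 106a-363 and 106b-25 clusters, the Dlk1-Dio3 imprinted cluster, the let-7, mir-29, mir-30, mir-181 and Mir34 and Mir449a families, the mir-344 cluster, Hox cluster microRNAs with Mir1247 (raised in prefrontal cortex of people with Huntington's disease in earlier work), microRNA genes with a REST binding site, neuronal activity-induced microRNAs, X-linked microRNAs, microRNAs that the study names for striatum, microRNAs that the study names as changed in all 4 brain regions, and a run of microRNAs with high serial numbers. Marker lists covered neurons, oligodendrocytes, microglia and blood leukocytes, endothelium and vascular muscle, red blood cells, choroid plexus and ependyma, muscle, liver, hindbrain and spinal cord (Hox), retina and pineal gland, and epithelium. Of 27 lists, 26 had at least 2 tested members, and the list of microRNAs with high serial numbers had 0 members in the table, so it was not analysed here. The 26 lists were tested at each age for the slope on repeat length with camera (limma 3.58.1) on log2 CPM (prior count 2) with a preset correlation of 0.01, adjusted over all 78 tests, and again with an estimated correlation. Counts of calls in a list are given among all 470 tests and, where stated, adjusted over the list alone.

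Named microRNAs follow a rule fixed before the data were examined. For the combined ages, these are the 10 higher and the 10 lower with the smallest p among calls whose slopes had the same sign at both ages. For Q175 and Q140 at each age they are the 5 higher and the 5 lower calls with the smallest p, for other comparisons the 3 higher and the 3 lower, for product terms the 5 with the smallest p, and in each list 2 to 4 members with the smallest p. Mir484, Mir212, Mir132, Mir10b and Mir615 are reported whatever their p, because the study names them for several tissues or for human cortex. Mir6944, which belongs to the same rule, was not found among the annotated symbols and is not analysed here. Members of product terms beyond the first 5, and microRNAs named as counts of 5 or fewer or as shared calls, were chosen after their values were seen.

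Alternatives fixed before the data were examined were DESeq2 size factors (RLE) in edgeR, no low-count filter, the DESeq2 1.42.0 Wald test with and without the study's replacement of outlying counts (901 of 78960 values, 1.14%), no batch term, the replicate number as a block, fits without Q175 or without wild type, fits of each sex, robust dispersion estimates, 6 months without block A, all genotypes in 1 fit, and either control genotype alone. Fits without the deepest library, with annotated transcripts only, and with each library left out in turn were added after seeing the data. Each count was compared with up to 100 regroupings of the libraries, the real one included. Repeat lengths or genotypes were shuffled within batch. For the product with sex and for male against female, sex was shuffled within groups. For the controls, age was shuffled within genotype and sex. For Q20 against wild type at 6 months, genotype was shuffled within sex.

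The tests were also tested on simulated data, with counts drawn for the 470 transcripts at the real library sizes. In these, 67, 67 and 66 transcripts were changed by 0.25, 0.5 and 1 on the log2 scale, more than were called in the real data. Many true changes ease the adjustment of p, so the share recovered in the real data may be lower. Each transcript was drawn independently, with no effect of batch or sex and no correlation between microRNAs. False calls may thus be more frequent in the real data than in these simulations. For the slope at 10 months, edgeR recovered 68.7%, 79.1% and 95.5% of changes of 0.25, 0.5 and 1 on the log2 scale, with 2 false calls among 270 unchanged transcripts. For Q175 against controls at 10 months, where the sizes were the whole difference, these shares were 49.3%, 77.6% and 84.8%, with 4 false calls. DESeq2 recovered 68.7%, 79.1% and 92.4% in the former and 55.2%, 77.6% and 81.8% in the latter.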

Results

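MicroRNA was profiled in the hippocampus, a brain region needed for memory, of 2-, 6- and 10-month-old mice (2m, 6m, 10m) that carry wild-type Huntingtin (WT) or 1 knock-in allele with a CAG repeat named Q20, Q80, Q92, Q111, Q140 or Q175. Q20 lies in the range of unaffected people, and Q20 and WT served as controls. Each of the 21 groups held 8 libraries, 4 from females and 4 from males except in Q80 at 2m (3 females, 5 males) and Q20 at 10m (5 females, 3 males). Totals ran from 2117539 to 9099227 estimated counts per library (median 3374648). A few microRNAs took a large share of the counts. Mir127 held 10.2% of all counts, Mir26a-2 10.0%, Mir181a-2 9.88%, Mir22 6.07% and Mir9-2 4.05%.

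The first question was which microRNAs change with CAG length at each age. At 10m, Mir615, a microRNA inside the Hoxc cluster of developmental genes, rose by 2.68 per 100 repeats on the log2 scale (SE 0.29, adjusted p = 7.85e-10). Mir10b, which lies in the Hoxd cluster, rose by 1.57 (SE 0.27, adjusted p = 4.45e-05). Mir483, inside the growth factor gene Igf2, rose by 1.38 (SE 0.20, adjusted p = 1.35e-06). The neighbouring X-linked pair Mir221 and Mir222 fell by 0.20 (SE 0.03, adjusted p = 1.34e-06) and by 0.19 (SE 0.03, adjusted p = 8.16e-05). The activity-regulated neuronal pair Mir212 and Mir132 fell by 0.14 (SE 0.03, adjusted p = 0.00327) and by 0.10 (SE 0.03, adjusted p = 0.0273), and Mir484 fell by 0.13 (SE 0.03, adjusted p = 0.00766). In all, 52 microRNAs were called at 10m, 27 higher and 25 lower with longer repeats. Without the Q175 libraries 0 were called by edgeR (57 at an unadjusted p under 0.05). The slope of Mir483 was then -0.07, that of Mir10b -0.43 and that of Mir132 0.01. Those of Mir615, Mir221, Mir222, Mir212 and Mir484 kept their sign. Mir615 lay at 15.4 CPM or above in the Q175 libraries and at 2.61 CPM or below in the 48 others. Its slope with all libraries thus rests mainly on that allele. The number called was 80 without the 10m Q20 library M2, and the call of Mir132 ended without any 1 of Q140 M2, Q175 F1, Q175 F4 and Q175 M1 to M4.

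At 6m, 6 microRNAs were called, 3 higher and 3 lower. Mir615 rose by 0.70 per 100 repeats (SE 0.16, adjusted p = 0.0113), Mir187 by 0.18 (SE 0.04, adjusted p = 0.0113) and Mir700 by 0.18 (SE 0.05, adjusted p = 0.0462). Mir222 fell by 0.13 (SE 0.03, adjusted p = 0.00828), the abundant Mir22 by 0.10 (SE 0.03, adjusted p = 0.0432) and Mir186 by 0.07 (SE 0.02, adjusted p = 0.0462). Mir212 (slope -0.09, adjusted p = 0.0773), Mir132 (-0.09, adjusted p = 0.184), Mir484 (-0.06, adjusted p = 0.57) and Mir10b (-0.10, adjusted p = 0.885) did not pass the test. The 6m calls were lost without library block A, which holds all WT and Q175 libraries. Such fits have fewer libraries and repeat lengths, so a lost call does not show that a slope came from the block. The count was 0 without Q175, without WT or without that block (21, 21 and 16 at an unadjusted p under 0.05), 2 with no batch term and 1 with no low-count filter, and DESeq2 gave 13. It was 2 without WT M4 and 10 without Q20 F2. It was 3 without any 1 of Q80 F1, F2, F3, M1, M2 and M3, Q92 F4, Q111 F2, M1, M3 and M4, Q140 F2 and M3, Q175 M2, M3 and M4, Q20 M1 and M4, and WT F4, M1, M2 and M3. The call of Mir187 ended without WT M4, and those of Mir700, Mir186 and Mir22 ended without any 1 of 42, 41 and 28 of the 56 libraries.

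At 2m only Mir141, a microRNA of epithelial cells, was called among the 470, and it fell by 1.83 per 100 repeats (SE 0.38, adjusted p = 0.00485). Its level was 16.2 ± 37.5 CPM in WT and 18.2 ± 39.1 CPM in Q20 (SD, n = 8 each) against 2.68 ± 1.40 CPM in Q175 (SD, n = 8), so a few control libraries carried most of it. The call ended, leaving 0, without Q20 F1 or without WT M1, and the count was 2 without Q80 M1 or without Q140 M4. It was also 0 in females, in males, without Q175 and without WT (28, 28, 23 and 22 at an unadjusted p under 0.05). With all libraries, DESeq2 after replacement of outlying counts and the replicate number as a block gave 0 (15 and 20 at an unadjusted p under 0.05). The other settings with all libraries each gave 1. At 2m, 18 microRNAs had an unadjusted p under 0.05. None of Mir615 (-0.02), Mir10b (-0.29), Mir212 (0.03), Mir132 (0.02) and Mir484 (0.00) passed at this age.

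When 6m and 10m were combined, 70 microRNAs were associated with CAG length, 39 higher and 31 lower. Mir615 led those that rose (adjusted p = 2.28e-12), followed by Mir483 (slope 0.30, SE 0.12 at 6m; slope 1.38, SE 0.20 at 10m; adjusted p = 7.7e-07) and Mir187 (adjusted p = 3.1e-06). Mir700, in an exon of the calcineurin regulator Rcan3, rose by 0.18 at each age (adjusted p = 5.75e-06). Mir669c, in an intron of Sfmbt2, rose by 0.23 and 0.35 (adjusted p = 5.41e-05), and Mir669d-2, from the same gene, by 0.27 and 0.75 (adjusted p = 0.00155). Mir203 rose by 0.11 and 0.19 (adjusted p = 0.000338), Mir193b by 0.17 and 0.15 (adjusted p = 0.00164), Mir335, in an intron of the imprinted gene Mest, by 0.09 and 0.14 (adjusted p = 0.00194) and Mir17 by 0.08 and 0.14 (adjusted p = 0.00225). Copies of the Sfmbt2 microRNAs are nearly identical, so the counting could have split reads among them and the values of single members are uncertain.

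Among those that fell over the combined ages, Mir222 (adjusted p = 1.72e-08) and Mir221 (slopes -0.09 and -0.20, adjusted p = 1.58e-07) led, followed by Mir212 (slopes -0.09 and -0.14, adjusted p = 3.36e-05) and Mir22 (slopes -0.10 and -0.06, adjusted p = 0.000179). Mir3102 fell by 0.12 and 0.18 (adjusted p = 0.0007), Mir186 by 0.07 and 0.04 (adjusted p = 0.00113), and Mir132 by 0.09 and 0.10 (adjusted p = 0.00164). Mir29a fell by 0.06 and 0.09 (adjusted p = 0.00195). Mir344c and Mir344b, neighbours on chromosome 7, fell by 0.15 and 0.20 (adjusted p = 0.00122) and by 0.08 and 0.14 (adjusted p = 0.00349). Mir484 passed as well (slopes -0.06 and -0.13, adjusted p = 0.00693). Mir10b passed with opposite slopes, -0.10 at 6m and 1.57 at 10m (adjusted p = 0.0141). With Q175 left out edgeR made 0 calls (36 at an unadjusted p under 0.05), and the mean slope of Mir132 became 0.01 and that of Mir10b -0.35. The count was 30 without WT, 21 without library block A at 6m, 10 in females and 19 in males.

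**Figure D1:**
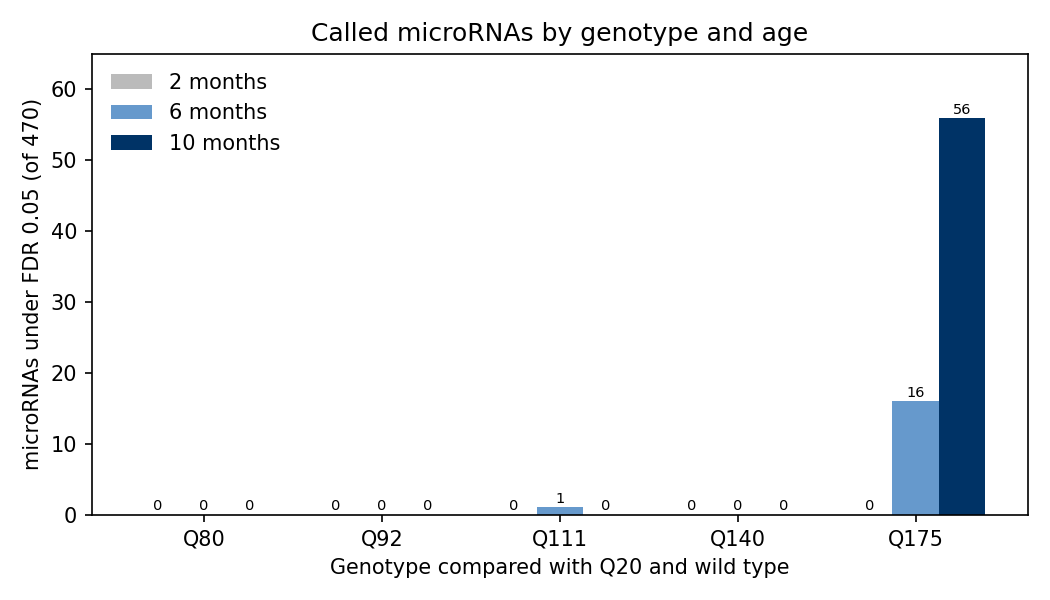
Number of microRNAs called at an adjusted p under 0.05 among 470 (vertical axis) for each allele against Q20 and WT together at 2, 6 and 10 months (bars). Q175 shows 0, 16 and 56 calls, and of the other alleles only Q111 at 6 months shows a call, 1. At 6 months the batch term in effect compares Q175 with WT alone and the other alleles with Q20 alone. With WT alone as the control, Q175 gave 17 calls at 6 months and 36 at 10 months.

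The Q175 allele was next compared with the controls. At 10m Mir615 was 19.9-fold higher (log2 4.31, SE 0.24, adjusted p = 3.71e-12), at 21.6 ± 8.07 CPM in Q175 against 1.24 ± 0.584 in WT and 0.904 ± 0.548 in Q20 (SD, n = 8 each). Mir10b was 9.63-fold higher (log2 3.27, SE 0.32, adjusted p = 8.73e-08), at 609 ± 272 CPM against 84.5 ± 78.3 in WT and 57.3 ± 51.2 in Q20. Mir483 was 6.21-fold higher (log2 2.63, SE 0.23, adjusted p = 1.89e-08), at 16.6 ± 6.30 CPM against 2.72 ± 1.96 in WT and 3.02 ± 1.69 in Q20. For each of Mir615, Mir10b and Mir483, all 8 Q175 libraries lay above all 48 other libraries of that age. Mir10a, the Hox microRNA nearest in sequence to Mir10b, had a log2 change of 0.06 (SE 0.14, adjusted p = 0.835). Within the 3 batches, Mir615 was higher in Q175 than in controls by 4.35 (3 and 8 libraries), 3.54 (3 and 6) and 3.42 (2 and 2) on the log2 scale.

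Mir615 lies on chromosome 15 from 103014910 to 103015001 (GRCm38, plus strand, transcript ENSMUST00000102056), in an intron of Hoxc5. Mir10b lies on chromosome 2 from 74726070 to 74726137 (plus strand), in an intron of Hoxd3 and of Hoxd4, and Mir483 on chromosome 7 from 142654924 to 142654996 (minus strand), in an intron of Igf2. Mir212 (75173388 to 75173478) and Mir132 (75173682 to 75173747) are neighbours on the plus strand of chromosome 11, in an intron of 1700016P03Rik. Mir221 (19146294 to 19146388) and Mir222 (19146893 to 19146971) are neighbours on the minus strand of the X chromosome, outside annotated hosts.

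**Figure D2:**
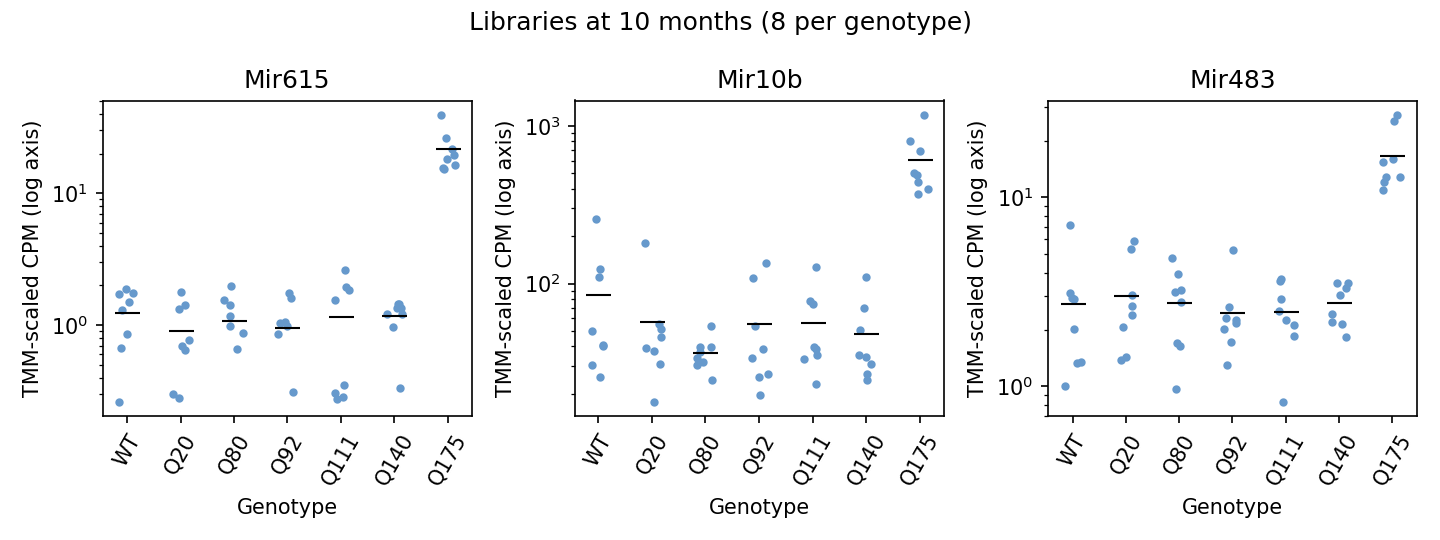
Levels of Mir615, Mir10b and Mir483 at 10 months in the 7 genotypes, in CPM on a log axis. Points are the 8 libraries of a genotype (libraries at 0, the lowest for Mir615 in Q80 and Q92, are not drawn) and black bars the mean of all 8, and the Q175 libraries of Mir615 (15.4 and above) stand clear of the highest other library (2.61).

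In the same comparison, 56 microRNAs were called, 26 higher and 30 lower. Mir667, of the Dlk1-Dio3 imprinted cluster, rose by 0.24 (adjusted p = 3.35e-05) and Mir669c by 0.78 (SE 0.12, adjusted p = 9.75e-05). Mir221 fell by 0.41 (SE 0.04, adjusted p = 1.89e-08), from 2884 ± 116 CPM in WT and 3022 ± 132 in Q20 to 2236 ± 186 in Q175 (SD, n = 8 each). Mir218-2, a neuronal microRNA in an intron of the axon guidance gene Slit3, fell by 0.36 (SE 0.04, adjusted p = 2.27e-06), Mir222 by 0.40 (SE 0.06, adjusted p = 3.35e-05), Mir212 by 0.30 (SE 0.04, adjusted p = 3.14e-05), and Mir132 by 0.25 (SE 0.04, adjusted p = 3.14e-05). Mir212 stood at 862 ± 55.0 CPM in Q175 and 992 ± 42.4 CPM in Q140 (SD, n = 8). Mir484 fell by 0.23 (SE 0.06, adjusted p = 0.0142), and its call ended without Q175 F1 or with WT alone as the control. WT alone as the control gave 36 calls, and fitting with no low-count filter gave 37.

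**Figure D3:**
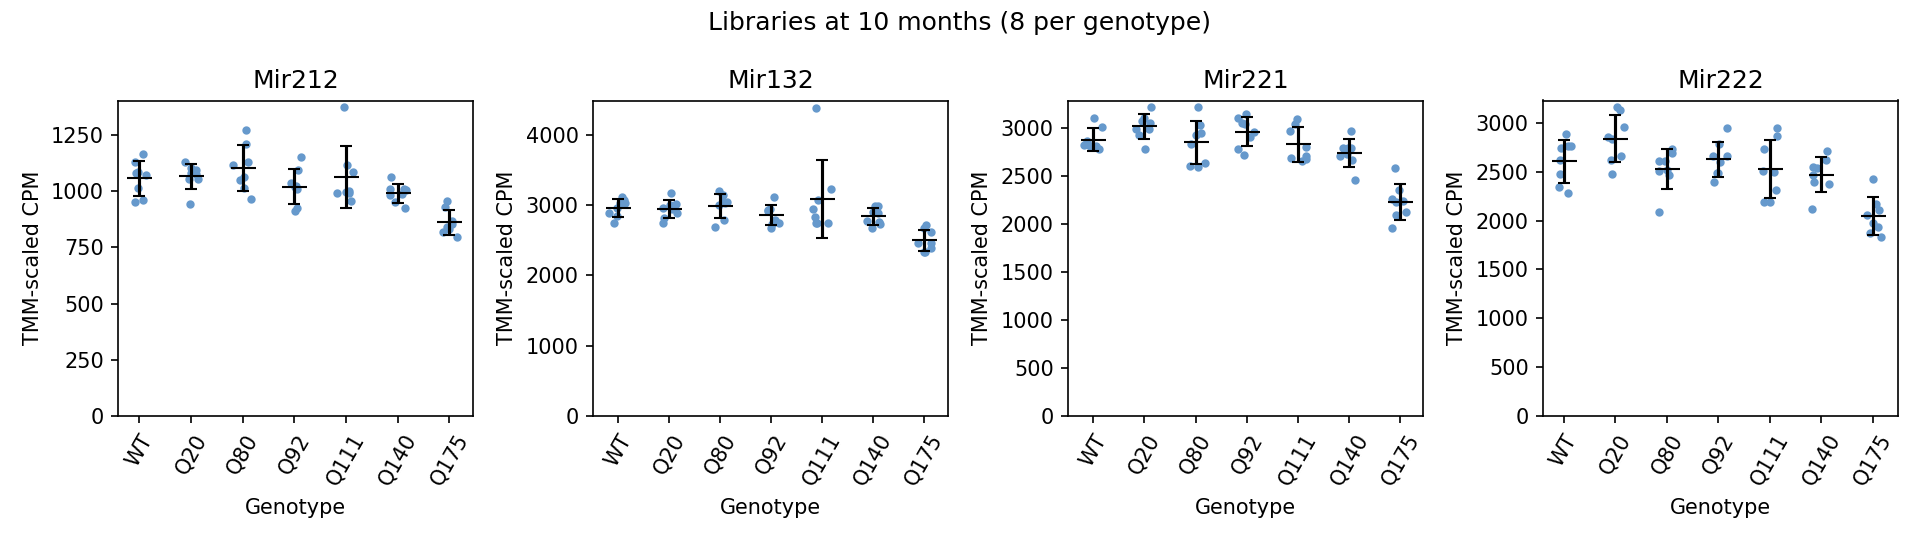
Levels of Mir212, Mir132, Mir221 and Mir222 at 10 months in the 7 genotypes, in CPM from 0. Bars are means of 8 libraries, error bars their SD and points single libraries, and the lowest mean of each microRNA is that of Q175.

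At 6m, 16 microRNAs differed between Q175 and the controls, 6 higher and 10 lower. Mir103-1 rose by 0.28 (SE 0.07, adjusted p = 0.0246), Mir296 by 0.50 (SE 0.13), Mir187 by 0.30 (SE 0.08) and Mir669c by 0.49 (SE 0.12, each with adjusted p = 0.0282), and Mir483 by 0.70 (SE 0.18, adjusted p = 0.033). Mir222 fell by 0.34 (SE 0.04, adjusted p = 1.51e-05), Mir29a by 0.18 (SE 0.03, adjusted p = 0.00337), Mir221 by 0.28 (SE 0.06, adjusted p = 0.00837), Mir132 by 0.27 (SE 0.06, adjusted p = 0.0122) and Mir212 by 0.21 (SE 0.05, adjusted p = 0.0225). Mir615 rose by 1.32 (SE 0.36, adjusted p = 0.0427), to 2.37 ± 0.703 CPM from 0.933 ± 0.654 in WT (SD, n = 8). Mir484 (-0.19, adjusted p = 0.127) and Mir10b (-0.05, adjusted p = 1) did not pass. The count was 8 without WT M4, 9 without WT M3, Q175 M2 or the low-count filter, and 138 with no batch term, which then also contrasts the library blocks. Among single calls, that of Mir103-1 ended without WT M3 or M4, Mir296 without WT M2, M3 or M4, Mir669c without Q175 F3 or M1 or WT F4 or M3, Mir187 without Q175 F4, M1 or M2 or WT F1, F3, M3 or M4, Mir483 without Q175 F2, F4, M2 or M4 or WT F3, F4, M1 or M4, and Mir615 without any 1 of 12 of the 24 libraries.

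Calls of Q175 at 6m and 10m, which share no libraries, were then compared. Of the 16 microRNAs called at 6m, 14 were called in the same direction at 10m. The 4 that rose, against 0.332 for independent lists (Fisher's exact test, one-sided p = 0.000103), were Mir615, Mir187, Mir669c and Mir483. The 10 that fell, against 0.638 (Fisher's exact test, one-sided p = 2.28e-13), were Mir212, Mir132, Mir22, Mir3078, Mir5129, Mir186, Mir29a, Mir3102, Mir221 and Mir222. All 16 had the same sign at both ages. Fisher's exact test takes microRNAs as independent, which neighbours such as Mir212 and Mir132 or Mir221 and Mir222 are not. Its p-values may thus be too small. Combining both ages, Q175 gave 78 calls, 37 higher and 41 lower, led by Mir615 (adjusted p = 4.15e-12), Mir483 (5.84e-10) and Mir669c (4.33e-07) among those that rose, and by Mir222 and Mir221 (both 1.91e-11) and Mir132 (2.67e-08) among those that fell. The overlap was 7 with no low-count filter and 23 with no batch term. At 2m, Q175 gave 0 calls with edgeR and with DESeq2 (8 microRNAs had an unadjusted p under 0.05), and Mir615 (log2 -0.07), Mir10b (-0.86, adjusted p = 0.94), Mir212 (0.01), Mir132 (0.02) and Mir484 (-0.01) did not pass.

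The shorter alleles gave few calls. Q140, the next longest repeat, gave 0 calls with edgeR and with DESeq2 at 2m, 6m and 10m, where 22, 22 and 42 microRNAs had an unadjusted p under 0.05. At 10m in Q140, Mir212 differed from the controls by -0.10 (SE 0.04, adjusted p = 0.429), Mir132 by -0.06 (adjusted p = 0.451), Mir615 by 0.08 (adjusted p = 0.935), Mir484 by -0.10 (adjusted p = 0.578) and Mir10b by -0.54 (adjusted p = 0.725). At 2m and 6m none of these 5 passed in Q140. Combining 6m and 10m, Q140 gave 0 calls with edgeR (41 with an unadjusted p under 0.05) and 1 with DESeq2. The smallest adjusted p was that of Mir187, 0.0732, with changes of 0.23 (SE 0.08) and 0.31 (SE 0.10), and its 10m level was 167 CPM in Q140 (from 94.5 to 224 in 8 libraries) and 187 ± 35.0 in Q175 against 136 ± 12.7 in WT and 137 ± 13.1 in Q20 (SD, n = 8).

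Q111 gave 1 call, at 6m, where Gm22118, a microRNA gene in an intron of Zswim6, rose by 0.64 (SE 0.13, adjusted p = 0.0417). That count was 3 with DESeq2, and 0 with RLE factors or no low-count filter. It was 3 without Q111 F1, 2 without Q111 F3 or M3, and 0 without any 1 of Q111 F2, F4, M1 and M4, Q20 F1, F2, F4 and M1, and WT F1, F4, M1 and M3. Elsewhere edgeR gave 0 calls. For Q80, 22, 33 and 40 microRNAs had an unadjusted p under 0.05 at 2m, 6m and 10m (DESeq2 gave 0 each). For Q92 these were 23, 35 and 14 (DESeq2 gave 2 at 2m and 0 later), and for Q111 at 2m and 10m they were 29 and 11 (DESeq2 gave 1 and 0). None of Mir484, Mir212, Mir132, Mir10b and Mir615 passed in Q80, Q92 or Q111 at any age, with the smallest adjusted p for Mir132 in Q80 at 6m (0.15, adjusted p = 0.305). Levels of Mir615 at 10m were 1.08 ± 0.604, 0.953 ± 0.589, 1.15 ± 0.946 and 1.17 ± 0.371 CPM in Q80, Q92, Q111 and Q140 (SD, n = 8 each).

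Groups of microRNAs were then examined for the slope on CAG length. Both members of the Mir132 and Mir212 cluster fell at 10m, and 2 of 2 passed at 6m when adjusted over the list alone, against 0 over all tests. Camera gave the cluster an adjusted p = 0.00527 at 6m and 0.0194 at 10m (0.114 and 0.199 with an estimated correlation, adjusted p). Of 10 tested microRNA genes with a REST binding site, 4 fell at 10m, namely Mir212, Mir132, Mir124a-1 and Mir29a, and 4 adjusted over the list alone. Camera gave this list, which holds the Mir132 and Mir212 pair, an adjusted p = 0.0218 at 6m and 0.0122 at 10m, which became an adjusted p = 0.199 and 0.140 with an estimated correlation. At 6m its median slope was -0.05 while its mean was 0.00. Of 17 neuron-enriched microRNAs, 5 fell at 10m and 0 rose, with Mir218-2 (-0.15), Mir124a-1 (-0.11), Mir128-1 (-0.07) and Mir128-2 (-0.07) among them, also 5 adjusted over the list alone (camera adjusted p = 0.0218; adjusted p = 0.199 with an estimated correlation). In Q175 against controls at 10m, 7 of the 17 fell, and 9 adjusted over the list alone. Of 6 activity-induced microRNAs, the Mir132 and Mir212 pair fell at 10m and 0 rose, also 2 adjusted over the list alone (camera adjusted p = 0.548, downward, with a median slope of 0.01), while in Q175 at 10m Mir184 rose by 0.54 (SE 0.15, adjusted p = 0.0201).

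All 10 tested members of the let-7 family, a large family of abundant microRNAs, had a slope below 0 at 10m, while 9 of them had a slope above 0 at 6m and 7 at 2m. Of these, Mirlet7i (-0.08, SE 0.02, adjusted p = 0.00381) and Mirlet7b (-0.08, SE 0.02, adjusted p = 0.0162) fell, and 8 fell adjusted over the list alone. Camera gave an adjusted p = 0.00113 for let-7 at 10m, which was lost (adjusted p = 0.228) with an estimated correlation. In the Dlk1-Dio3 imprinted cluster, 38 of 44 members had a slope above 0 at 10m, and Mir667 (0.12), Mir323 (0.09), Mir431 (0.10) and Mir337 (0.07) rose while 0 fell, also 4 adjusted over the list alone (camera adjusted p = 0.00204; adjusted p = 0.257 with an estimated correlation). Of 12 members of the mir-17-92 and related clusters, Mir17 rose at 10m (0.14), and 2 adjusted over the list alone (camera adjusted p = 0.172). In the combined ages 4 of the 12 rose, Mir17, Mir92-1, Mir106b and Mir19b-2, and 5 adjusted over the list alone. In the mir-181 family, Mir181a-2 rose at 10m (0.10), 1 of 6 and also 1 adjusted over the list alone (camera adjusted p = 0.0896).

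In the mir-29 family, Mir29a fell at 10m (-0.09), 1 of 4 and also 1 adjusted over the list alone (camera adjusted p = 0.063). The mir-344 cluster lost Mir344b and Mir344c at 10m (2 of 4, the same count adjusted over the list alone), and camera called it at 6m (adjusted p = 0.0332; adjusted p = 0.140 with an estimated correlation). Members of the mir-30 family all had slopes below 0 at 6m (Mir30c-2 -0.08, Mir30e -0.04; 4 of the 6 were above 0 at 10m), but 0 of 6 passed with edgeR, either over all tests or adjusted over the list alone (camera adjusted p = 0.0215; adjusted p = 0.119 with an estimated correlation). In the Mir34 and Mir449a family, Mir449a rose at 10m by 0.38 (SE 0.11, adjusted p = 0.0162), 1 of 4 and also 1 adjusted over the list alone, and the family's median slope was -0.10 and its mean 0.00 (camera adjusted p = 0.876, upward). Of 34 X-linked microRNAs, Mir221 and Mir222 fell and Mir322 rose at 10m (0.11), with the same 3 adjusted over the list alone (camera adjusted p = 0.575). Of the 4 tested Hox cluster microRNAs with Mir1247, Mir615 and Mir10b rose at 10m, 2 over all tests, and adjusted over the list alone Mir1247 (-0.22, adjusted p = 0.0711 over all) fell too (camera adjusted p = 0.198).

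Of 19 microRNAs that the study names for striatum of these lines, 9 were called at 10m, 1 higher (Mir203) and 8 lower, and 12 adjusted over the list alone. The study chose this list in another tissue of these mouse lines, so it is not fully independent evidence of direction. Camera gave it an adjusted p = 0.0328 at 6m and 0.00139 at 10m (adjusted p = 0.199 and 0.114 with an estimated correlation). The study also names microRNAs as changed in all 4 brain regions, partly on these samples, so their direction here is not independent evidence. Of these, Mir484 and Mir212 were tested, and both fell at 10m, also adjusted over the list alone (camera adjusted p = 0.0133 at 10m and 0.0272 at 6m, which became an adjusted p = 0.140 and 0.199 with an estimated correlation).

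Markers of other cell types were compared in the same way. At 2m, all 13 tested choroid plexus and ependyma markers had a slope below 0, led by Mir1298 (-1.02, SE 0.33) and Mir448 (-1.04, SE 0.36), with 0 calls by edgeR and 4 adjusted over the list alone (camera adjusted p = 0.000189; adjusted p = 0.199 with an estimated correlation). At 6m, 9 of the 13 had a slope above 0, and at 10m 12 had a slope below 0 while Mir449a rose. The 3 retina and pineal markers, Mir96 (-1.06), Mir182 (-0.33) and Mir183 (-0.31), also had slopes below 0 at 2m, with 1 call adjusted over the list alone (camera adjusted p = 0.00837; adjusted p = 0.199 with an estimated correlation). At the same age Mir141, of the 5 epithelial markers, fell, and 3 fell adjusted over the list alone (camera adjusted p = 0.0508). Of 3 tested Hox markers of hindbrain and spinal cord, Mir615 and Mir10b rose at 10m and Mir10a did not pass (slope 0.01), also 2 adjusted over the list alone (camera adjusted p = 0.0218; adjusted p = 0.199 with an estimated correlation). The 5 muscle markers had slopes below 0 at 6m (Mir208a -0.22, Mir1a-1 -0.25), with 0 calls by edgeR over all tests or adjusted over the list alone (camera adjusted p = 0.0122; adjusted p = 0.114 with an estimated correlation).

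At 10m, 0 markers of oligodendrocytes (3 tested, Mir338 0.02, SE 0.04), microglia and leukocytes (4 tested, Mir150 -0.01, SE 0.03), endothelium and vascular muscle (7 tested, Mir126a -0.01, SE 0.03), red blood cells (3 tested, Mir451a -0.05, SE 0.05) or liver (4 tested, Mir192 -0.08, SE 0.03) were called by edgeR. Adjusted over the list alone, 1 liver marker passed and 0 of the others. Camera gave these lists an adjusted p = 0.876, 0.878, 0.226, 0.208 and 0.231 at 10m.

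Slopes were compared between ages. From 6m to 10m the slope of Mir615 rose by 1.94 (adjusted p = 0.000303), that of Mir10b by 1.59 (adjusted p = 0.00277) and that of Mir483 by 1.04 (adjusted p = 0.0067), and these were the 3 calls. Mir212 (-0.04, adjusted p = 0.799), Mir132 (0.00, adjusted p = 0.998) and Mir484 (-0.06, adjusted p = 0.742) did not pass. From 2m to 10m, 11 slopes differed, 7 higher and 4 lower at 10m. The slopes of Mir615 and Mir483 rose by 2.62 and 1.57 (both adjusted p = 2.61e-06) and that of Mir10b by 1.84 (adjusted p = 0.00138). Those of Mir221 and Mir222 fell by 0.18 (adjusted p = 0.00231) and by 0.19 (adjusted p = 0.00747), and that of Mir212 fell by 0.17 (adjusted p = 0.0244). Mir132 (-0.12, adjusted p = 0.0624) and Mir484 (-0.14, adjusted p = 0.114) did not pass.

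Across microRNAs, the signed Z values of the slopes at 6m and 10m had a Pearson correlation of 0.43 and a Spearman correlation of 0.35. The permutation p was 0.01, the smallest that 100 permutations can give (0.03 after adjustment over the 3 pairs of ages). The Pearson correlation was 0.15 between 2m and 10m (permutation p = 0.22, 0.33 adjusted) and 0.05 between 2m and 6m (permutation p = 0.68, 0.68 adjusted), and without Q175 the value for 6m and 10m was 0.07 (permutation p = 0.46). These are correlations across microRNAs, which are not independent replicates. At 10m the changes of Q175 against WT and of Q140 against Q20, which share no libraries, had a Pearson correlation of -0.12 (permutation p = 0.57) and a Spearman correlation of 0.22 (permutation p = 0.08). With the control groups exchanged these were -0.01 (permutation p = 0.95) and 0.30 (permutation p = 0.04). Over the 258 microRNAs with a mean of at least 100 counts they were 0.27 (permutation p = 0.38) and 0.32 (permutation p = 0.1).

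Males and females were compared over all groups. Mir421 and Mir374b, both in an intron of the X-linked noncoding gene Ftx, were lower in males, with log2 differences of -0.10 (SE 0.02, adjusted p = 0.000217) and -0.15 (SE 0.03, adjusted p = 0.000453). Mir425 (-0.06, adjusted p = 0.0137), Mir1247 (-0.24, adjusted p = 0.0158) and Mir148a (-0.13, adjusted p = 0.0158) made up the 5 calls, all lower in males. Mir212 (-0.06, adjusted p = 0.147), Mir132 (-0.05, adjusted p = 0.195), Mir10b (-0.29, adjusted p = 0.529), Mir615 (-0.17, adjusted p = 0.689) and Mir484 (0.02, adjusted p = 0.786) did not pass.

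The slope on CAG length differed by sex for 5 microRNAs at 10m, all with a higher slope in males. These were Mir1912 (2.85, SE 0.67, adjusted p = 0.0407), Mir214 (1.37, SE 0.36), Mir448 (1.87, SE 0.50), Mir1298 (1.85, SE 0.50) and Mir199a-1 (0.54, SE 0.15, each of the last 4 with adjusted p = 0.046). Mir1912, Mir448 and Mir1298 lie in introns of the serotonin receptor gene Htr2c on the X chromosome and belong to the choroid plexus markers, and Mir214 and Mir199a-1 to those of vascular muscle. The other 10 choroid plexus markers had differences above 0, from 0.002 for Mir429 to 1.09 for Mir1264 (adjusted p = 0.131), with a median of 0.35. None of these passed (Mir204 0.94, adjusted p = 0.0639). DESeq2 gave 0 calls and the fit with no low-count filter 2. The count was 7 without Q111 F4, 2 without Q175 M3, and 1 without any 1 of Q111 M1, Q140 F3, Q175 M1, Q20 M2, Q80 M3, Q92 F3, M1 and M4, and WT F1, M2 and M3. It was 0 without any 1 of 21 libraries, namely Q111 F2 and F3, Q140 F1, F2 and F4, Q175 F1, F2, F4, M2 and M4, Q20 F3, F4, M1 and M3, Q80 M1, M2 and M4, and WT F2, F3, M1 and M4. At 6m the call was Gm27512 (9.09, SE 1.58, adjusted p = 0.000237), a microRNA gene near the detection limit (1.31 ± 3.71 CPM in Q140, SD, n = 8). It was lost, leaving 0, without Q140 M2 or with DESeq2, and the count was 2 without Q175 F3. At 2m edgeR and DESeq2 gave 0 calls, 31 microRNAs had an unadjusted p under 0.05, and the fit with no low-count filter gave 5. None of Mir484, Mir212, Mir132, Mir10b and Mir615 passed for the product with sex at any age, with the smallest adjusted p for Mir212 at 6m (-0.19, adjusted p = 0.12).

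Q20 and WT, the pooled controls, did not differ at 2m (0 calls with edgeR, 16 at an unadjusted p under 0.05, 1 with DESeq2) or 10m (0 with edgeR and with DESeq2, 19 at an unadjusted p under 0.05). At 6m, where Q20 and WT came from different library blocks, 231 were called, 129 higher and 102 lower in Q20. Mir467a-1 was higher by 5.66 (SE 0.28, adjusted p = 2.92e-10), at 16.5 ± 1.70 CPM in Q20 and 0.291 ± 0.244 in WT (SD, n = 8), and Gm23766 and Gm25190 were higher by 8.76 and 4.66. Mir744 (-0.69), Mir666 (-0.73) and Mir107 (-0.45) were lower. The 2 blocks had a median of 607.5 and 735 transcripts above 0 per library. Across microRNAs, which are not independent replicates, these changes had a Pearson correlation of 0.97 and a Spearman correlation of 0.82 with those of Q140 against Q175 at 6m, which have the same block contrast, other genotypes and no shared libraries (184 calls). Mir484 was higher in Q20 by 0.24 (SE 0.07, adjusted p = 0.0066) and Mir212 by 0.11 (SE 0.04, adjusted p = 0.018), calls that held without any single library, although that of Mir212 ended with no low-count filter (adjusted p = 0.18). Mir615 (0.02, adjusted p = 0.972) and Mir10b (-0.54, adjusted p = 0.228) did not pass at 6m, and none of Mir484, Mir212, Mir132, Mir10b and Mir615 passed at 2m or 10m. Mir132 was lower by 0.12 in Q20 (adjusted p = 0.036), a call lost with RLE factors, with DESeq2, with no low-count filter, with annotated transcripts only, with the replicate number as a block and without any 1 of 12 of the 16 libraries.

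In the controls, 118 microRNAs differed between 10m and 2m, 60 higher and 58 lower at 10m. Mir296 and Mir298, neighbours on chromosome 2, fell by 1.59 (SE 0.10, adjusted p = 2.23e-14) and by 1.20 (SE 0.09, adjusted p = 1.61e-11), and Mir187 by 0.46 (SE 0.05, adjusted p = 5.36e-09). Gm22118 rose by 1.45 (SE 0.15, adjusted p = 1.77e-08), Mir29c by 0.25 (SE 0.03, adjusted p = 1.77e-06) and Mir193a by 0.61 (SE 0.08, adjusted p = 1.89e-06). Mir484 fell by 0.33 (adjusted p = 1.34e-06), Mir212 by 0.23 and Mir132 by 0.14, and Mir615 (0.26, adjusted p = 0.641) and Mir10b (-0.75, adjusted p = 0.179) did not pass. Each age was sequenced in its own batches, so age and batch cannot be told apart here.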

Values the study reported

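The study reported 51 microRNAs associated with repeat length in hippocampus when 6 and 10 months were combined, against 159 in striatum, 102 in cerebellum, 45 in cortex and 3 in liver. In hippocampus it counted 16 microRNAs that differed between Q175 and the controls at 6 months and 43 at 10 months, 13 of them common to both ages. It retained 480 microRNAs in its analysis.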

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

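The tests on Mir615, Mir10b and Mir483 and both tests on Q20 against WT were chosen after the result was seen, and so were the groups of single libraries examined for the 7 plotted microRNAs. The tests on slopes by sex and all regroupings of libraries were fixed before.

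The sharpest pattern was the rise of Mir615, Mir10b and Mir483 in Q175 at 10m. Tissue of hindbrain or spinal cord in these libraries would bring Mir10a with Mir10b, and the log2 difference of Mir10a was 0.0572 (SE 0.138) against 3.27 for Mir10b, which argues against it. A few outlying libraries are excluded, since 8 of 8 Q175 libraries lay above all others for each of the 3. A difference between the batches read from the library names is excluded for Mir615, whose smallest difference within such a batch was 3.42. Batches that the library names do not show could not be examined. What remains open is a change in transcription, in processing or in a cell type that expresses these microRNAs, which was not tested. The study bred each repeat length as a line of its own, and its WT mice were littermates of the Q20 line. A difference of the Q175 line or its litters therefore cannot be told apart from repeat length. A response to the longest repeat may underlie the pattern, as a hypothesis found and tested on the same data.

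The slopes that differed by sex at 10m involved the choroid plexus markers Mir1912, Mir448 and Mir1298. The called Mir214 and Mir199a-1 are vascular muscle markers, which the choroid plexus test did not cover. Choroid plexus carried over in some libraries may account for the former markers, because the 10 uncalled markers all had a difference above 0. But these ran from 0.002 (Mir429, SE 0.297) to 1.09 (Mir1264). Their median was 0.35 against 1.85 for the called Mir1298, so the test does not decide. The rule fixed before counted for 1 outlying library if leaving out at least 1 library left 0 of the 5 calls, and it was met. But any 1 of 21 of the 56 libraries did so, so 1 outlying library cannot be told apart from calls that lie near the threshold. A difference between the sexes remains open.

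The 231 calls between Q20 and WT at 6m may come mainly from the library block. The changes of Q20 against WT and of Q140 against Q175, which have the same block contrast and share no libraries, had a correlation of 0.97 across microRNAs, and 184 microRNAs were called in the latter. A stable effect of genotype is argued against by Mir467a-1, at 18.6 and 14.8 CPM in WT at 2m and 10m against 0.291 at 6m, and the same comparison gave 0 calls at 2m (edgeR; 16 at an unadjusted p under 0.05, 1 with DESeq2) and 0 at 10m (19; 0 with DESeq2). The correlation of 0.97 between other genotypes also argues against genotype as the cause of the whole pattern at 6m, while effects on single microRNAs remain open.

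Single libraries stood apart in 14 of 88 groups of 8 libraries. Of the library totals, Q20 M2 (5062739) and Q92 M2 (9099227) at 6m were high in their groups and WT F2 at 6m (4080252) low. For Mir615 at 10m, Q140 F4 was low at 0.333 CPM and Q175 F4 high at 39.3 CPM. For Mir10b at 10m, WT F2 (256 CPM) and Q20 F4 (180 CPM) were high, and for Mir483, WT F2 (7.13 CPM) and Q92 F4 (5.28 CPM). For Mir212 at 10m, Q20 M2 was low at 945 CPM and Q111 M4 high at 1375 CPM, and for Mir132 Q111 M4 was high at 4385 CPM. For Mir222, Q80 F1 was low at 2087 CPM, and for Mir187, Q175 F1 was low at 114 CPM. Chance marks about 1 in 20 groups.

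Differences between groups passed a direct test for 20 slopes. From 6m to 10m the slope rose by 1.94 for Mir615, 1.59 for Mir10b and 1.04 for Mir483. From 2m to 10m it rose by 2.62 for Mir615, 1.57 for Mir483, 1.84 for Mir10b, 0.14 for Mir667, 0.36 for Mir467a-1, 0.39 for Mir669c and 1.67 for Mir141, and fell for Mir221 (-0.18), Mir222 (-0.186), Mir212 (-0.174) and Mir130b (-0.211). Between males and females it differed by 9.09 for Gm27512 at 6m, and at 10m by 2.85 for Mir1912, 1.37 for Mir214, 1.87 for Mir448, 1.85 for Mir1298 and 0.54 for Mir199a-1.

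Each count was set against regroupings of the same libraries, 100 including the real one. Chance can be excluded for the slope at 10m (52 calls, highest other 3; 1 regrouping as large), and for Q175 at 6m (16, highest other 4) and 10m (56, highest other 20). It can also be excluded for the combined ages with CAG length (70, highest other 3) and with Q175 (78, highest other 0). Chance can be excluded too for Q20 against WT at 6m (231, highest other 1) and for controls by age (118, highest other 10). The list tests with a preset correlation gave 17 calls (highest other 9), and 0 of the 17 are called with an estimated correlation. They include lists that the study chose in these mouse lines or partly on these samples. The cluster list and the REST list both hold Mir132 and Mir212. Chance is thus not excluded for the list tests. The overlap of Q175 calls (14, highest other 0) adds no test of its own, because the regrouped Q175 fits gave at most 4 calls at 6m. For 4 counts, 2 or 3 of 100 regroupings were as large, and since many counts were tested, chance is not excluded for these. They were the slope at 6m (6, highest other 6; 2 as large) and slopes between 2m and 10m (11, highest other 25; 2 as large). The others were slopes by sex at 10m (5, highest other 14; 3 as large) and males against females (5, highest other 18; 3 as large). Shuffled repeat lengths removed the slope at both ages, so they do not test a difference between ages. Shuffles of sex ignored batch, which partly coincides with sex at 10m. Regroupings with more calls than the real one may reflect a structure of the samples other than the tested one or correlation between microRNAs, which was not tested.

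Chance cannot be excluded for the slope at 2m (1 call, highest other 11; 30 as large) and Q111 at 6m (1, highest other 17; 20 as large). Nor can it be for slopes between 6m and 10m (3, highest other 20; 8 as large) and slopes by sex at 6m (1, highest other 4; 28 as large). For slopes between ages the shuffles removed the slope at both ages, so they do not test a difference between 6m and 10m. Where the real count was 0 all 100 regroupings were as large. The highest others were 10, 10, 4, 6 and 4 for Q80, Q92, Q111, Q140 and Q175 at 2m, 33, 34 and 35 for Q80, Q92 and Q140 at 6m, and 3, 16, 17 and 4 for Q80, Q92, Q111 and Q140 at 10m. They were 31 for Q140 over the combined ages, 2 for slopes by sex at 2m, and 16 for Q20 against WT at 2m and at 10m. The counts above 30 may reflect a structure of the samples or correlation between microRNAs, which was not tested.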

How the results depend on the processing

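Fits with annotated transcripts only, without the deepest library and with each library left out were chosen after seeing the data. Of the counts and correlations that answer a comparison, 183 stayed within 1.5 times or on the same side under an alternative, 55 moved, 2 reversed and 1 weakened. Of the values of single microRNAs, 1572 stayed, 151 lost and 12 gained their call and 5 reversed. Comparisons with no calls in either fit are among the counts that stayed. MicroRNAs called in neither fit are likewise among the values that stayed. These totals thus do not measure how stable the calls are. Calls were lost most often without Q175 (32), in females (22), with no low-count filter (21), in males (20) and at 6m without block A (15). Fits of fewer libraries have less power, and for other settings the cause was not tested. Depth limits rare microRNAs, such as Mir615 near 1 CPM in controls.

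Without Q175 the slope on CAG length gave 0 calls at 2m, 6m, 10m and over the combined ages with edgeR (23, 21, 57 and 36 at an unadjusted p under 0.05). The Pearson correlation between ages was then 0.0710 for 6m and 10m and -0.0156 for 2m and 6m. Slopes that reversed without Q175 were Mir483 at 10m (-0.0691), Mir10b at 10m (-0.43) and over the combined ages (-0.35), and Mir132 at 10m (0.00518) and over the combined ages (0.00779). Without WT the slope gave 0 calls at 2m, 0 at 6m and 30 over the combined ages. Without block A it gave 0 at 6m and 21 over the combined ages. In females it gave 0 at 2m, 1 at 6m, 12 at 10m and 10 combined, and in males 0, 1, 9 and 19.

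The DESeq2 Wald test gave 13 for the slope at 6m, 2 for Q92 at 2m, 1 for Q111 at 2m, 3 for Q111 at 6m, 0 for slopes by sex at 6m and at 10m, 1 for Q20 against WT at 2m and 1 for Q140 over the combined ages. After replacement of outlying counts DESeq2 gave 0 for the slope at 2m, 13 at 6m, 1 for Q80 at 2m, 2 for Q92 at 2m, 1 for Q111 at 2m, 3 for Q111 at 6m and 1 for Q140 combined. With no low-count filter the counts were 1 for the slope at 6m, 0 for Q111 at 6m, 9 for Q175 at 6m, 37 for Q175 at 10m, 7 for their overlap, 5 for slopes by sex at 2m and 2 at 10m. With no batch term they were 2 for the slope at 6m, 1 for Q80 at 2m, 1 for Q111 at 2m, 138 for Q175 at 6m, 23 for the overlap and 1 for Q140 combined. RLE factors gave 11 for the slope at 6m, of which 36.4% were higher against 3 of 6 with TMM, and 0 for Q111 at 6m. All genotypes in 1 fit gave 1 for Q111 at 2m, WT alone as the control gave 36 for Q175 at 10m, and annotated transcripts only gave 13 for the slope at 6m. With an estimated correlation 0 of the 17 list tests were called. Over microRNAs with at least 100 counts the Pearson correlation of the Q175 and Q140 changes at 10m was 0.27 against -0.12.

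With the replicate number as a block, the slope gave 0 calls at 2m, 3 at 6m and 81 at 10m, and Q111 at 6m gave 0. The numbers do not pair the samples: libraries with the same number had a mean correlation of their deviations of -0.03, -0.02 and -0.01 at 2m, 6m and 10m, and only 6, 2 and 8 of 56 libraries correlated best with their own number.

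With each library left out in turn, counts ran from 0 to 2 (slope at 2m), 2 to 10 (6m), 36 to 80 (10m), 0 to 3 (Q111 at 6m), 8 to 18 (Q175 at 6m), 45 to 65 (Q175 at 10m), 0 to 2 (slopes by sex at 6m), 0 to 7 (slopes by sex at 10m) and 219 to 232 (Q20 against WT at 6m). At 6m, all genotypes in 1 fit could not be fitted for any allele, nor Q140 against WT alone or Q175 against Q20 alone, because batch coincides with the groups, and the same holds for the combined ages of Q140 and Q175.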

Other observations

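In Q175 at 10m, further microRNAs of neurons were lower. Mir124a-1, a neuronal microRNA, fell by 0.21 (SE 0.05, adjusted p = 0.00283), Mir128-1 by 0.15 (adjusted p = 0.00732), Mir128-2 by 0.16 (adjusted p = 0.0201) and Mir138-2 by 0.12 (adjusted p = 0.0367). Mir139, on the study's striatum list, fell by 0.14 (adjusted p = 0.00757). Of the let-7 family, Mirlet7i and Mirlet7b each fell by 0.17 (adjusted p = 0.00111 and 0.00231).

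In the same comparison 26 of 470 microRNAs were higher, among them 2 of 44 members of the Dlk1-Dio3 cluster and 2 of 12 of the mir-17-92 and related clusters. No list test was run for this comparison. Of the former, Mir431 rose by 0.23 (adjusted p = 0.00206), and of the latter Mir92-1 and Mir17 each by 0.25 (adjusted p = 0.0106 and 0.0397), and X-linked Mir322 rose by 0.24 (adjusted p = 0.0205) and Mir203 by 0.44 (adjusted p = 0.00241). Of the muscle markers, Mir208a (slopes -0.22 and -0.26, adjusted p = 0.0184) and Mir133a-1 (slopes -0.07 and -0.18, adjusted p = 0.0346) were lower with longer repeats over the combined ages. At 6m, a list's median and mean slope differed in sign for the mir-17-92 and related clusters (0.05 and -0.05), neuron-enriched microRNAs (-0.02 and 0.02) and the retina and pineal markers (-0.02 and 0.06).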
